# A comparison of microarray and MPSS technology platforms for expression analysis of Arabidopsis

**DOI:** 10.1186/1471-2164-8-414

**Published:** 2007-11-12

**Authors:** Junfeng Chen, Vikas Agrawal, Magnus Rattray, Marilyn AL West, Dina A St Clair, Richard W Michelmore, Sean J Coughlan, Blake C Meyers

## Abstract

**Background:**

Several high-throughput technologies can measure in parallel the abundance of many mRNA transcripts within a sample. These include the widely-used microarray as well as the more recently developed methods based on sequence tag abundances such as the Massively Parallel Signature Sequencing (MPSS) technology. A comparison of microarray and MPSS technologies can help to establish the metrics for data comparisons across these technology platforms and determine some of the factors affecting the measurement of mRNA abundances using different platforms.

**Results:**

We compared transcript abundance (gene expression) measurement data obtained using Affymetrix and Agilent microarrays with MPSS data. All three technologies were used to analyze the same set of mRNA samples; these samples were extracted from various wild type *Arabidopsis thaliana *tissues and floral mutants. We calculated correlations and used clustering methodology to compare the normalized expression data and expression ratios across samples and technologies. Abundance expression measurements were more similar between different samples measured by the same technology than between the same sample measured by different technologies. However, when expression ratios were employed, samples measured by different technologies were found to cluster together more frequently than with abundance expression levels.

Furthermore, the two microarray technologies were more consistent with each other than with MPSS. We also investigated probe-position effects on Affymetrix data and tag-position effects in MPSS. We found a similar impact on Affymetrix and MPSS measurements, which suggests that these effects were more likely a characteristic of the RNA sample rather than technology-specific biases.

**Conclusion:**

Comparisons of transcript expression ratios showed greater consistency across platforms than measurements of transcript abundance. In addition, for measurements based on abundances, technology differences can mask the impact of biological differences between samples and tissues.

## Background

The availability of whole genome sequences and the development of high-throughput technologies have enabled global or genome-wide measurements of gene expression. The complete genome sequence of *Arabidopsis thaliana *[1] is available and this plant serves as an important model for gene expression research. A number of high-throughput technologies have been developed, such as the widely used microarray technologies [2,3] and tag- or sequence-based technologies [4-7], that measure the abundance of many different mRNA transcripts within a biological sample. Several microarray platforms have been developed with probe sequences based on the sequenced Arabidopsis genome. Some of the most recent generation of commercially-produced Arabidopsis microarrays represent more than 21,000 genes: Affymetrix [3] and Agilent Technologies. [8]. The Affymetrix microarray contains sets of 25-nucleotide probes per gene, while Agilent utilizes a single 60-nucleotide probe per gene on the microarray.

Hybridization signal intensities can be used to generate relative or abundance measurements that correspond to the amount of target mRNA that has hybridized to a specific probe, but relative measurements are determined by a comparison of two samples. Tag-based technologies measure the expression level of a gene by counting the abundance of a specific transcript in a sample. This count provides an abundance measure of each gene's expression level within the sample. Until recently, only two tag-based technologies have been widely used: SAGE (Serial Analysis of Gene Expression) [4,5] and MPSS (Massively Parallel Signature Sequencing) technology [6,7]. Both SAGE and MPSS produce short (10–22 nucleotide) sequence tags that are derived from a defined position in a mRNA molecule. A significant advantage of the MPSS technology relative to SAGE is the large number of distinct signatures (more than 1,000,000) that can be identified in a single analysis. Therefore, MPSS potentially provides a greater coverage of the transcriptome than SAGE.

Previous studies have compared different gene expression measurement technologies to determine how well they correlate with each other and/or to use one technology as a benchmark for another [9-24]. Some early studies, comparing different microarray platforms, showed that commercial microarrays were typically more consistent than non-commercial microarrays [11,13,18]. The study of Kuo et al. [18], which compared data from ten different microarray platforms for mouse, found that results were more similar between laboratories using the same platform than across platforms, that one-dye platforms were typically more consistent than two-dye platforms. Recently, some studies have compared microarray and MPSS technology, showing that there is moderate correlation between the two platforms but that one technology will often detect expression for some genes that are not measured by the other platform [22-24]. Oudes et al. [22] therefore suggested that using a combination of transcription profiling technologies would provide more complete coverage of gene expression measurements. Liu et al. [23] provided a comparison between many different microarrays and MPSS technology using mouse tissues but they did not consider as broad a range of biological samples for comparison as in our study.

In a preliminary study, Coughlan et al. [24] compared microarray and MPSS data from *Arabidopsis thaliana*. Here, we extend this preliminary work by carrying out a more detailed data analysis and by including data obtained with the Affymetrix platform. We compare transcript abundance measurements obtained with two types of microarrays (Affymetrix and Agilent technologies) and with MPSS. These data were generated from the same set of mRNA samples extracted from a variety of *Arabidopsis thaliana *tissues, mutants and treatments. We investigate the consistency of transcript abundance measurements across the three technology platforms using comparison of abundance expression levels and expression level ratios. We discuss factors which may affect the measured abundance and contribute to variation in measurements across different technology platforms. This study uses a broad range of samples in order to assess these different platforms.

## Results and Discussion

### Comparison of Gene Expression Data Obtained from MPSS and Microarrays

We believe that there should be some biologically meaningful relationships among different samples from different technology platforms. For example, samples from same tissues with different condition/treatment are expected to have higher correlation than samples from different tissues, and the same samples measured by different technology platforms would be expected to have higher correlation than others. To test our hypothesis, we make comparisons of abundance expression level and comparisons of expression level ratios.

#### Comparison of Abundance Expression Levels

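Processed values of 21 Affymetrix and 12 Agilent microarrays were analysed here, and the MPSS libraries were not. The 21 Affymetrix microarrays came from 11 RNA samples, namely callus, inflorescence, leaf, root and silique of wild-type plants, inflorescences of the floral mutants agamous, ap1-10, ap3-6 and sup/ap1, and leaves collected 4 h and 52 h after treatment with salicylic acid, a plant defense hormone. Each RNA sample had 2 microarrays (A and B), except silique, which had 1. A and B were technical replicates of 1 RNA sample, so differences between them measured technical error only and not variation between plants. The Agilent microarrays were 8 self-self microarrays (callus, inflorescence, leaf and root, 2 each), 2 root/leaf microarrays and 2 silique/inflorescence microarrays.
Each Affymetrix microarray held 22810 probe sets, 64 of them controls, and the authors deposited the MAS5.0 signal of each. Signal had been scaled by the authors as a whole on each microarray, so that the trimmed mean was 500 on all 21, and the median signal ranged from 163 to 240. Each Agilent microarray held 22575 features, of which 21500 were probes for genes. The share of these probes well above background was 98.0% to 99.4% in the green channel and 97.4% to 99.8% in the red channel of the self-self microarrays. The number of microarrays per RNA sample limits the precision of all values. Signal was averaged over A and B, as in the paper, and log2-transformed. Averaging here was on the linear scale and before the log2 transformation, which the paper does not specify. Present calls were not analysed here. In their place, Affymetrix correlations used the 11373 probe sets above the median of mean log2 signal, and Agilent correlations used the 18633 probes well above background in both channels of all 8 self-self microarrays.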

We wanted to compare the abundance of transcripts as measured by the expression data from MPSS, Affymetrix and Agilent technologies (Table 1). It is important to note that not all genes were measurable with all three technologies (Figure 1), therefore our analyses focused on the subset of genes that were represented on both microarray platforms and contained a *Dpn *II site detectable by MPSS (16,269 genes). The MPSS data showed a wider dynamic range than Affymetrix and Agilent data (Table 2). 

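On Affymetrix microarrays, with NEU summed over the 22746 non-control probe sets, the maximum was 1376 NEU in callus, 1472 in inflorescence, 1847 in leaf, 1915 in root and 1552 in silique. The median was between 12.4 NEU (leaf) and 16.2 NEU (inflorescence). On Agilent self-self microarrays, the maximum was 1938 NEU in callus, 1544 in inflorescence, 2055 in leaf and 1394 in root, and the median was between 15.5 NEU (callus) and 18.8 NEU (root). Maxima rest on few features. With replicate A or B alone, the Affymetrix inflorescence maximum was 1836 or 1088 NEU, so the difference between inflorescence and callus was within technical error. Without saturated spots, the Agilent inflorescence maximum was 985 NEU.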

The standard deviations for MPSS data were greater than those for Affymetrix and Agilent data.

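Across all non-control features, the standard deviation of NEU on Affymetrix microarrays was 91.4 in callus, 89.0 in inflorescence, 109 in leaf, 111 in root and 98.3 in silique. On Agilent microarrays it was 120 in callus, 104 in inflorescence, 117 in leaf and 91.8 in root. Single microarrays of Affymetrix inflorescence gave 96.4 (A) and 83.2 (B), and single microarrays of Affymetrix leaf gave 103 (A) and 116 (B), so samples that differed by less than this could not be ranked.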

**Table 1:** Data used in comparison of microarrays and MPSS technology platforms.

**#**	**Tissue/Treament**	**MPSS**	**Affymetrix**	**Agilent**
1	Callus	MCas	AFCaA/AFCaB	AGCaA/AGCaB
2	Inflorescence	MIns	AFInA/AFInB	AGInA/AGInB, AGSiInA/AGSiInB
3	Leaf	MLes	AFLeA/AFLeB	AGLeA/AGLeB, AGRoLeA/AGRoLeB
4	Root	MRos	AFRoA/AFRoB	AGRoA/AGRoB, AGRoLeA/AGRoLeB
5	Silique	MSis	AFSiA	AGSiInA/AGSiInB
6	Agamous Inflorescence.	MAgm	AFAgmA/AFAgmB	
7	Ap1-10 Inflorescence.	MAp1	AFAp1A/AFAp1B	
8	Ap3-6 Inflorescence.	MAp3	AFAp3A/AFAp3B	
9	Sup/Ap1 Inflorescence.	MSap	AFSapA/AFSapB	
10	Leaves SA 4 hr.	MS04	AFS04A/AFS04B	
11	Leaves SA 52 hr.	MS52	AFS52A/AFS52B	

The eleven RNA sources and corresponding platform or sample codes used in this paper.

Code names:

first two letters of the code: M-MPSS; AF-Affymetrix; AG-Agilent

middle letters of the code: Tissue/Treatment

last letter of the code: A/B-technical replicates

**Figure 1:**
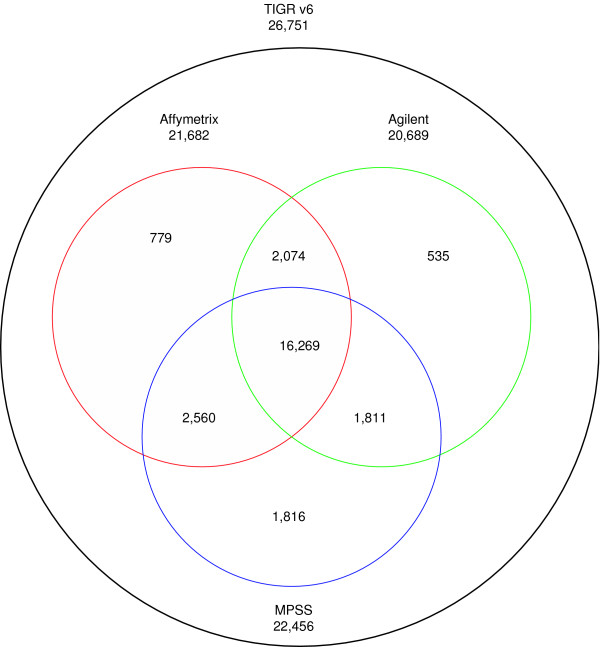
**Protein Coding Genes Potentially Detectable by Technology Platforms**. A Venn diagram indicates the genes (TIGR annotation, version 6) represented on Affymetrix and Agilent microarrays, and detectable by MPSS. The numbers in the overlapping regions of the circles indicate the numbers of genes shared across platforms.

**Table 2:** Basic statistics of the NEU normalized expression data for 6,501 genes detectable by all three technologies.

**Code**	**Minimum**	**Maximum**	**1st Quartile**	**Median**	**3rd Quartile**	**Std**
MCas	0	13615	0	39.74	138.13	460.66
MIns	0	13783	9.69	36.34	109.03	514.51
MLes	0	30874	7.38	41.84	120.59	699.07
MRos	0	17858	7.68	42.23	124.76	498.47
MSis	0	10614	0	44.54	152.37	387.94

AFCa	4.88	2452.5	43.69	82.95	166.42	214.09
AFIn	4.99	2422.8	51.88	88.06	162.84	206.16
AFLe	6.91	3056.1	43.3	78.11	155.42	249.48
AFRo	3.86	3238.8	37.9	69.95	147.11	271.89
AFSi	5.44	2421	45.92	81.65	158.98	225.03

AGCa	0.47	4229.7	36.48	74.02	150.55	304.25
AGIn	1.01	3345.6	44.8	83.74	162.09	242.15
AGLe	0.75	5092.1	39.17	76.78	160	285.71
AGRo	1.41	3375.4	39.38	77.51	166.92	240.88

Std represents the standard error of the mean.

To make the data directly comparable, we rescaled the normalized data into Normalized Expression Unit (NEU) values (see Data Analysis in Methods), which we used for abundance expression levels comparison. We calculated the Pearson's correlation and Spearman's rank correlation of logged NEU normalized expression data for 1,648 genes in MPSS, Affymetrix and Agilent (i.e., the genes that were selected to have a MPSS tag count greater than 4 TPM (Transcripts Per Million) and "present" calls determined by the Affymetrix software), and we performed hierarchical clustering using these data (Figure 2). The NEU normalization did not affect the correlation statistics for the logged expression measurements since it corresponds to a shift in the mean for logged data. The within-technology correlations across the tissues and mutants were greater than the inter-technology correlations of identical RNA samples (Table 3). The patterns of clustering and correlation among the samples were similar within technologies, although not identical, when based on either MPSS, Affymetrix or Agilent measurements. Different tissue samples in within-technology comparisons exhibited similar patterns: root was mostly correlated with callus; silique was primarily correlated with flower and secondarily correlated with leaf. 

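On Affymetrix microarrays, root had a Pearson's correlation of 0.763 with callus across 11373 probe sets, and the 4 pairs of single microarrays gave 0.751 to 0.756. The next wild-type tissue was inflorescence with 0.481 (single microarrays 0.443 to 0.484), and of the other samples ap1-10 inflorescence came closest to root with 0.506. The margin of callus over the next wild-type tissue was 0.282, larger than the spread between technical replicates, and fell to 0.0553 when all non-control probe sets were used. Silique had a correlation of 0.864 with inflorescence (0.845 to 0.860), 0.753 with leaf (0.746 to 0.748), 0.420 with root and 0.277 with callus, with 1 silique microarray. Probe sets are not independent replicates, so these correlations are described by their technical spread and carry no p-value.
On Agilent self-self microarrays, root had a correlation of 0.776 with callus and 0.825 with leaf across 18633 probes. Pairs of single microarrays overlapped, from 0.742 to 0.771 for root and callus and from 0.731 to 0.829 for root and leaf, so this order was not resolved by the technical replicates. With root microarray B in place of both, a choice made after seeing the data, the correlation with callus was higher than with leaf by 0.00392. Both root microarrays and leaf microarray B came from a slide series other than that of leaf microarray A and the callus microarrays, so root was compared with callus only across series. In complete-linkage clustering of the 4 Agilent samples, inflorescence joined leaf at a distance of 0.166 and callus joined root at 0.224. From such patterns within each technology, the paper states that relations among tissues were similar, but not identical, on the 3 technologies.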

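The Affymetrix correlation between leaves 4 h and 52 h after salicylic acid was 0.903 (single microarrays 0.867 to 0.901). They joined each other at a distance of 0.0973, and untreated leaf, with correlations of 0.816 at 4 h and 0.858 at 52 h, joined them at 0.184. Correlations among the 4 floral mutants ranged from 0.901 (agamous and ap1-10) to 0.956 (ap1-10 and sup/ap1). Wild-type inflorescence had correlations of 0.917 with agamous, 0.931 with ap1-10, 0.894 with ap3-6 and 0.945 with sup/ap1, of which all but that with ap3-6 lay within the range among the mutants. In the clustering, ap1-10 joined sup/ap1 at 0.0441, agamous joined ap3-6 at 0.0659, wild-type inflorescence joined the first pair at 0.0692, and these 5 samples formed 1 cluster at 0.106. Silique joined this cluster at 0.173.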

The treated leaf samples were clustered together, as were the mutant flower samples.

**Figure 2:**
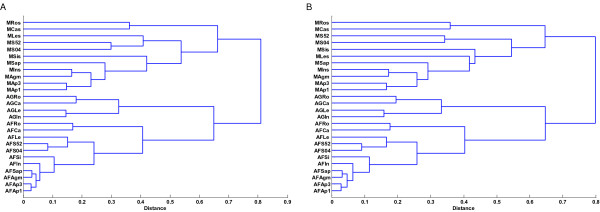
**Hierarchical Clustering of Correlations of Log(NEU) Data for 1,648 Genes in MPSS and Affymetrix**. Plot A shows the Pearson's correlations while Plot B shows the Spearman's rank correlations among the different RNA samples and platforms. Distances for clustering were calculated as 1-r, where r represents correlation coefficient value. A complete linkage algorithm was used for hierarchical clustering. All genes selected for this analysis had a MPSS tag count greater than 4 TPM and were detected as present in Affymetrix microarrays in all eleven samples. Codes for samples are described in Table 1.

**Table 3:** Pearson's rank correlation of NEU normalized expression data for 1,648 genes in MPSS, Affymetrix and Agilent.

	MCas	MIns	MLes	MRos	AFCa	AFIn	AFLe	AFRo	AGCa	AGIn	AGLe	AGRo
MCas		0.46	0.41	*0.64*	*0.66*	0.35	0.29	0.50	0.54	0.26	0.19	0.36
MIns			*0.62*	0.56	0.44	*0.71*	0.58	0.50	0.34	0.56	0.42	0.39
MLes				0.50	0.40	0.55	*0.70*	0.43	0.32	0.44	0.53	0.35
MRos					*0.63*	0.51	0.44	*0.76*	0.50	0.39	0.31	0.55

AFCa						*0.68*	*0.60*	**0.83**	*0.74*	0.45	0.35	0.54
AFIn							**0.85**	*0.77*	0.44	*0.69*	0.53	0.51
AFLe								*0.69*	0.4	*0.60*	*0.67*	0.48
AFRo									0.59	0.52	0.41	*0.65*

AGCa										*0.76*	*0.67*	**0.82**
AGIn											**0.85**	**0.82**
AGLe												**0.80**
AGRo												

The upper triangle represents the Pearson's correlation while the corresponding P-values are all smaller than 0.01. The correlation values greater than 0.8 are shown in bold; values between 0.6 to 0.8 are shown in italics. All genes had measurable abundance values greater than 4 TPM in all MPSS samples and were detected as present in Affymetrix.

When comparing the same RNA samples across technologies, the highest correlations were observed for MPSS versus Affymetrix microarrays (0.66 to 0.76) and for Affymetrix microarrays versus Agilent microarrays (0.65 to 0.74) while the lowest correlations were exhibited for Agilent microarrays versus MPSS (0.53 to 0.56) (Table 3). The correlations among different tissues within the MPSS data were lower than the correlations among different tissues measured by Affymetrix and Agilent microarrays. 

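Over the 6 pairs of callus, inflorescence, leaf and root, the mean correlation was 0.512 on Affymetrix and 0.760 on Agilent microarrays. Apart from root with callus, the Affymetrix correlations were 0.345 for callus and inflorescence, 0.313 for callus and leaf, 0.724 for inflorescence and leaf, and 0.444 for leaf and root. The Agilent correlations were 0.698 for callus and inflorescence, 0.694 for callus and leaf, 0.834 for inflorescence and leaf, and 0.733 for inflorescence and root. The standard deviation between pairs of single microarrays was at most 0.0198 on Affymetrix and 0.0413 on Agilent microarrays. The level of correlation depended on which features were used. The Affymetrix mean was 0.764 with all non-control probe sets and 0.386 with the 5687 brightest, and the Agilent mean was 0.381 with the 4605 brightest probes, so the levels on both platforms cannot be compared without a common gene set.

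**Figure D1:**
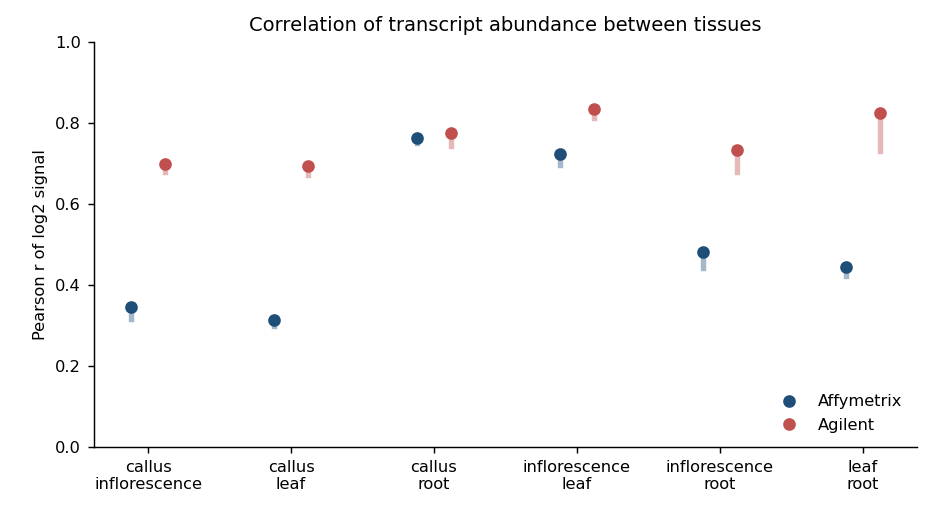
Pearson's correlation of log2 signal for 6 pairs of tissues (x axis) on Affymetrix and Agilent microarrays. Points are averages over technical replicates, and vertical bars span the pairs of single microarrays. Callus and root have the highest Affymetrix correlation (0.763), and inflorescence and leaf the highest Agilent correlation (0.834).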

The correlation values among MPSS expression data ranged from 0.41 to 0.64 while the same measurements using Affymetrix or Agilent microarrays ranged from 0.60 to 0.85 and 0.67 to 0.82, respectively. 

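Technical replicates A and B were compared for 10 Affymetrix RNA samples and 4 Agilent self-self samples. On Affymetrix microarrays the correlation between A and B ranged from 0.953 (leaf, 4 h after salicylic acid) to 0.986 (agamous), with a median of 0.973. In a one-sided permutation test, the mean correlation within pairs was higher than in random pairings (p = 1e-05, the smallest that 100000 pairings can give). On Agilent microarrays the correlation ranged from 0.922 (root) to 0.981 (inflorescence), with p = 0.00952 in a one-sided exact permutation test, the smallest that 8 microarrays allow. In all 14 pairs, each microarray was closer to its technical replicate than to any microarray of another RNA sample. The narrowest gap was in ap1-10, whose replicates had a correlation of 0.964 and whose microarray B had 0.956 with sup/ap1 microarray B.

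**Figure D2:**
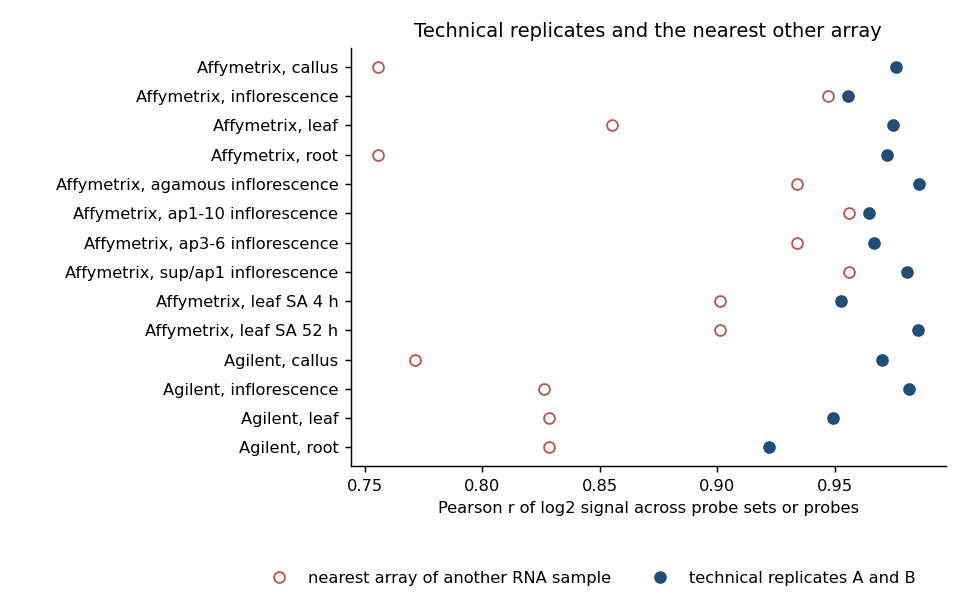
Pearson's correlation of log2 signal between technical replicates A and B (filled circles) and the highest correlation of either microarray with a microarray of another RNA sample (open circles), for each RNA sample. The x axis does not start at 0. Filled circles lie to the right of open circles in all 14 samples.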

Additional analyses using different Affymetrix and Agilent technical replicates also showed that each pair of technical replicates were closely correlated together, as expected (see Figure 1 in additional file 1, e.g, AFRoA and AFRoB).

We next assessed the NEU levels from MPSS and Affymetrix technologies in a gene-by-gene comparison of 6,501 genes, which were selected because their mean MPSS abundance across eleven samples was greater than 4 TPM and they were detected as present in the corresponding Affymetrix microarrays for the eleven RNA samples. There were numerous transcripts for which abundance was measurable with the Affymetrix microarrays, but for which no or very little expression was measureable in the MPSS analysis (Figure 3).

**Figure 3:**
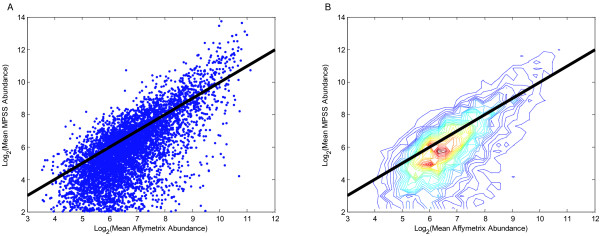
**Underestimation and Overestimation of Transcripts for 6,501 Genes in MPSS and Affymetrix**. Scatter plot (A) and contour plot (B) compare MPSS transcript abundance with Affymetrix abundance; data sets measured with NEU units. All genes selected for this analysis had an MPSS abundance greater than 4 TPM and were detected as present in Affymetrix microarrays. The black bold lines in both plots are the lines representing *x *= *y*. In the contour plot, colors towards red end of the spectrum indicate higher density of data points.

#### Comparison of Expression Level Ratios

In our comparison of the MPSS, Affymetrix and Agilent normalized abundance data, we observed that the RNA samples exhibited higher correlations within the technology platform used to measure RNA abundance rather than expected similarities due to the biological nature of the samples. Although MPSS and, in principle, Affymetrix data can be used to estimate abundance expression levels it is likely that probe-specific effects and other technological biases will have a large effect on the estimates. In practice, practitioners often focus on differences in expression between samples. Thus, we decided to use expression ratios of pairwise sample comparisons to reassess the data correlations. Nine samples were selected for this analysis: callus, inflorescence, leaf, root, silique, ap1, ap3, s04 and s52. 

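Log2 ratios were computed here for the 8 sample pairs on Affymetrix microarrays from averaged MAS5.0 signals of 11373 probe sets. On Agilent microarrays, non-self ratios were log2 of red over green processed signals, and ratios from self-self microarrays, marked Z, were log2 differences between averaged signals of separate microarrays. Dyes were not swapped on the non-self microarrays, so a dye effect of a probe stays in its ratio. The silique/inflorescence microarrays were dimmer than the rest, with 70.5% to 76.0% of gene probes well above background in the red channel against 99.1% to 99.5% on the root/leaf microarrays, and a gain of 9.56 to 11.6 had been applied to red by the scanner software.
A ratio was counted as past technical error when limma's moderated test on log2 values, with 1 mean per RNA sample and a technical spread pooled over all samples of a platform, gave an adjusted p under 0.05. Because A and B shared 1 RNA sample, such a count does not cover variation between plants. Simulated data held 200 changed features per run. For the Affymetrix root/leaf comparison over 11373 probe sets, 0% of changes of 0.5 on the log2 scale, 73.5% of changes of 1 and 98% of changes of 2 were recovered. For the Agilent root/leaf comparison over 21305 probes the shares were 62%, 89% and 99.5%. In the data, 7264 probe sets were called in Affymetrix root/leaf, 4110 of them over 2-fold. With so many calls the adjusted threshold is less strict than in the simulation, so these shares are not recovery rates for the data.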

We used the following eight pairs of samples for calculation of ratios: silique/inflorescence, silique/ap1, silique/ap3, ap1/ap3, callus/leaf, root/leaf, leaf/s04 and leaf/s52. For each technology platform, we computed the Pearson's correlations and Spearman's rank correlations between the ratios across pairs of samples. The hierarchical clustering of the correlations (Figure 4) showed that the samples were more closely clustered according to their biological nature than the technology platform. Therefore, the ratios were a more biologically meaningful measure to use for cluster analysis than abundance measurements of gene expression.

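Affymetrix ratios were clustered here on their own, since probe sets could not be joined to Agilent probes without a table of genes. Silique/ap1 and silique/ap3 joined at a distance of 0.175, callus/leaf and root/leaf at 0.217, and the leaf ratios at 4 h and 52 h after salicylic acid at 0.302. Silique/inflorescence joined the other silique ratios at 0.316, and ap1/ap3 joined callus/leaf and root/leaf at 0.783. Ratios that share a sample correlate without any effect. For callus/leaf and root/leaf the correlation was 0.783, and 100 simulations of unchanged groups against the shared leaf gave 0.500 on average, with a highest value of 0.538. For silique/inflorescence and silique/ap1 the correlation was 0.813, above the 0.631 to 0.685 of unchanged groups. For silique/inflorescence and silique/ap3 it was 0.684, within their range of 0.632 to 0.685. Unchanged groups held technical noise only. The silique/inflorescence ratio had a standard deviation of 0.74, against a technical one of 0.28 that leaves out the only silique microarray. These ranges therefore do not show what a shared sample gives when samples differ. A value inside its range does not argue against a shared change.
Of 11373 probe sets, 7637 were past technical error in callus/leaf (4220 higher in callus) and 7264 in root/leaf (3960 higher in root), against 2478 in silique/inflorescence (1056 higher in silique). Silique had 1 microarray, which the test assumes to vary like the other samples, so its count is not on an equal footing with those of 2 against 2 microarrays. With all 22746 non-control probe sets these counts were 10920, 10758 and 3577. From the clustering of ratios over the 3 technologies (Figure 4), the paper reasons that, for cluster analysis, expression ratios reflect the biology of the samples better than abundance does.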

**Figure 4:**
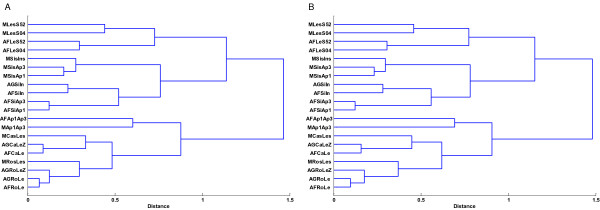
**Hierarchical Clustering of Correlations of Expression Ratios for 1,648 Genes in MPSS, Affymetrix and Agilent**. Plot A shows the Pearson's correlation while Plot B shows the Spearman's rank correlation. Distance for clustering was calculated by 1-r, where r represents correlation coefficient value. A complete linkage algorithm was used for hierarchical clustering. Genes used are the same with those for Figure 2. Note that the Agilent samples with code ending with "Z" are those for which ratio data came from self-self microarray. Codes for samples are described in Table 1.

We next used a contour matrix plot [25] on expression ratios to assess the correlations among the different technology platforms (Figure 5). The Affymetrix and Agilent data were most similar to each other (e.g., AFRoLe and AGRoLe), indicating that the two microarray platforms were more consistent with each other in terms of detection of differential expression than with MPSS. The correlation values using the same tissue pairs for Affymetrix/Agilent and MPSS ranged from 0.38 to 0.71 while the values for Agilent and Affymetrix ranged from 0.72 to 0.91 (Figure 5). We also found that ratios comparing the inflorescence tissue within the different mutants (e.g., MSisAp1/AFSiAp1 and MSisAp3/AFSiAp3) or within leaf tissue from different treatments (e.g., MLesS04/AFLes04 and MLesS52/AFLes52) were not correlated as closely as those between mutants/tissues within the same technology platform (Figure 4). This indicates that comparisons of ratios are not always consistent enough across technologies to identify more subtle differences in a sample. However, there was sufficient consistency to distinguish ratios at a more coarse level (e.g, those involving completely different tissues). Also, the ratio data obtained from the Agilent microarrays which were non-self microarrays (each dye associated with a different sample) with two channels showed higher correlations than the ratio data from self-self microarrays (both dyes associated with the same sample) treated as single-channel microarrays. For example, the Pearson correlation between AFRoLe and AGRoLe was 0.91 while the correlation value between AFRoLe and AGRoLeZ was 0.83. 

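Within the Affymetrix platform, silique/ap1 and silique/ap3 had a correlation of 0.825, above the 0.620 to 0.691 of simulated unchanged groups that share silique. With all non-control probe sets this correlation was 0.677, and under the other alternatives run it was 0.810 to 0.865. Unchanged groups were simulated on the 11373 probe sets only, so 0.677 cannot be set against their range. They held technical noise alone, so an excess over them does not rule out the shared sample as its reason. Leaf ratios against 4 h and 52 h after salicylic acid had a correlation of 0.698, above the 0.463 to 0.538 of unchanged groups that share leaf. Of 11373 probe sets, 3337 were past technical error in silique/ap1 (1439 higher in silique), 3137 in silique/ap3 (1117 higher in silique), both with 1 silique microarray of assumed spread, and 799 in ap1/ap3 (351 higher in ap1). The ap1/ap3 count lay between 496 and 539 without each of the 4 microarrays in turn, and with all 22746 non-control probe sets it was 1615 (1077 higher in ap1), so the balance of directions depended on the filter. In leaf/s04, 5689 probe sets were past technical error (3382 higher in untreated leaf), and in leaf/s52 4144 were (2263 higher in untreated leaf). The median absolute log2 difference between ratios of replicates A and B was 0.15 for ap1/ap3 and 0.28 for leaf/s04. The B minus A differences of ap1-10 and ap3-6 had a correlation of 0.704, so part of them cancels in ap1/ap3. Between A and B of each sample alone, the median absolute difference was 0.21 in ap1-10 and 0.20 in ap3-6. The value of 0.15 thus does not show that ap1/ap3 was measured more precisely.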

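Technical error of a ratio was measured here as the standard deviation over probes of the difference between ratios A and B, divided by the square root of 2. For root/leaf across 18148 probes it was 0.18 on the log2 scale for non-self microarrays and 0.62 for self-self microarrays, 3.40 times as large. The factor was between 2.92 (all non-control probes) and 4.69 (brightest probes) under the processing alternatives. The self-self root/leaf value also includes the signal of root microarray A that followed the root/leaf ratio (see Methods). Its leaf microarrays A and B came from different slide series too, so it is not error of the self-self design alone. For callus/leaf from self-self microarrays, with the same leaf microarrays but no root microarray, the technical error was 0.57. For silique/inflorescence from non-self microarrays, on 14754 probes, it was 0.10. Between the root/leaf ratios of both kinds the correlation was 0.864. With the A microarrays alone it was 0.740, and with the B microarrays alone 0.862.

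**Figure D3:**
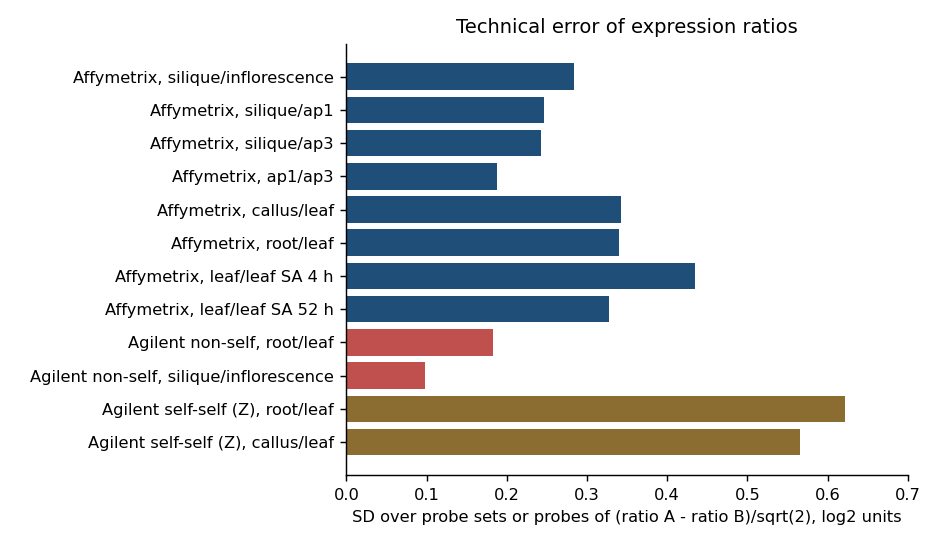
Technical standard deviation of log2 expression ratios (x axis, log2 units) for each ratio and platform. Bars start at 0. The 3 Affymetrix silique ratios share 1 silique microarray, so their bars leave out its error. The ap1/ap3 bar leaves out differences between A and B that both samples shared. Self-self root/leaf has the longest bar (0.62) and non-self silique/inflorescence the shortest (0.10). The self-self root/leaf bar includes root microarray A, whose red over green ratio followed the root/leaf ratio.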

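With non-self microarrays, 14717 of 21295 probes were past technical error in root/leaf by limma's test (8234 higher in root). With self-self microarrays treated as single-channel microarrays, 6046 of 21212 probes were (3156 higher in root). Of 6035 probes called from self-self microarrays that were tested in both, 5564 (92.2%) were also called from non-self microarrays, and 98.3% of these had the same direction. Of all 21089 probes tested in both, 14637 were called from non-self microarrays, so a large overlap would arise without any link. Background correction by normexp with loess normalization moved the share of non-self calls that were higher in root from 55.9% to 45.9%.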

Additional analyses using different Affymetrix and Agilent technical replicates also showed that each pair of ratio data from technical replicates were closely correlated as expected (see Figure 2 in additional file 1, e.g, AFLeS52A and AFLeS52B).

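On Affymetrix microarrays, the correlation between ratios from A and from B microarrays was 0.971 for callus/leaf, 0.964 for root/leaf, 0.857 for ap1/ap3, 0.820 for leaf/s04 and 0.847 for leaf/s52. The silique ratios gave 0.864 (inflorescence), 0.914 (ap1) and 0.909 (ap3), and since their A and B ratios share the only silique microarray, these are not independent. On Agilent microarrays it was 0.975 for root/leaf and 0.989 for silique/inflorescence on non-self microarrays. On self-self microarrays it was 0.749 for root/leaf and 0.881 for callus/leaf.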

**Figure 5:**
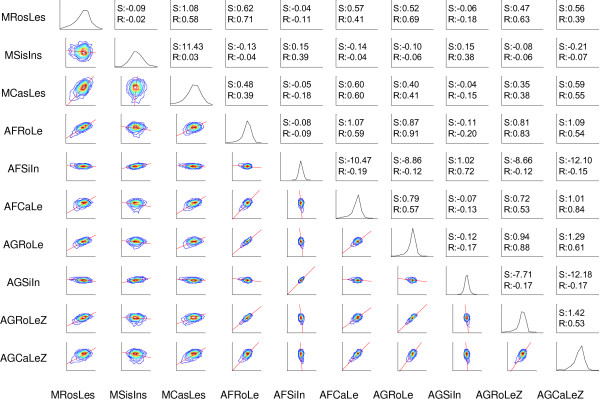
**Expression Ratios for 1,648 Genes in MPSS, Affymetrix and Agilent**. In this matrix type contour plot, the x- and y-axes are ratios of corresponding pairs in MPSS, Affymetrix and Agilent respectively. The axes are on a log-scale. Contours of expression data are shown on the bottom left frames, with red lines representing the total least-square values. Smoothed histograms of the expression data are shown in the diagonal frames. In the top right frames, R is the Spearman's rank correlation value and S is the slope value for the total least square. All data was log-processed. Genes used are the same as those for Figure 2. Codes for samples are described in Table 1.

### Probe-position Effects in Affymetrix and Tag-position Effects in MPSS

The position of the microarray probe or MPSS signature within a given transcript may impact the measurement of transcript abundance due to the use of different polyadenylation sites or technical biases [26]. Therefore, we compared the effects of the probe position on the Affymetrix microarray data and the effects of the tag position on the MPSS data. This type of analysis may be useful to distinguish differences in the measured transcript abundances that arise from biological causes in the mRNA sample from those that come from technological biases.

First, we investigated the relationship between the primary tag position and the measured RNA abundance in MPSS. Since MPSS tags are captured via the poly(A) tail and anchored by a four base restriction enzyme recognition site such as GATC, the primary tag was defined as the 3'-most tag in an annotated gene, which was determined based on an analysis of *Dpn *II sites. We analyzed the MPSS data considering the distance of the primary tag from the 5' and 3' ends. We found that primary tags closer to the 3' end tended to have lower measured transcript abundances (Figure 6C and 6D). With increasing distance of the primary tag from the 5' end of the gene, there was a decrease in the MPSS-measured transcript abundance (Figure 6A and 6B).

**Figure 6:**
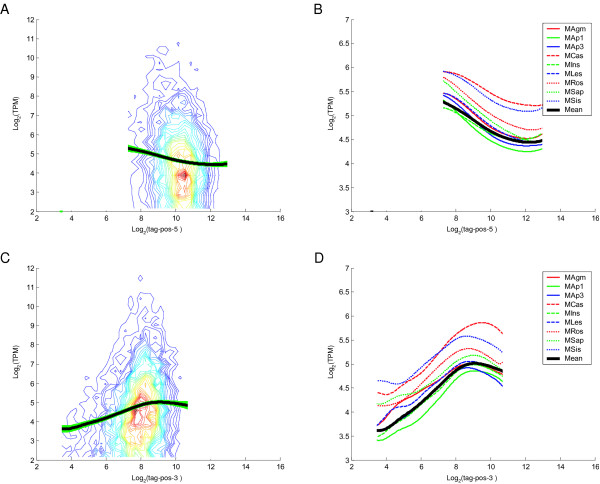
**Tag-position Analysis for 11,932 Genes in MPSS**. All plots compare the measured transcript abundance with the primary tag position. Plots A and B indicate the position of the primary tags calculated from the 5'-end of transcripts, while plots C and D indicate the position of the primary tags calculated from the 3'-end of transcripts. Plots A and C are contour plots of the mean measured abundance across nine MPSS samples, with the bold black curve representing a LOWESS smooth of all the data and the bold green curve representing the bootstrap confidence intervals (5 to 95%). In plots B and D, the bold black lines are the LOWESS smooth of the mean measured abundance, and the remaining lines are the LOWESS smooth of each individual sample. The genes used in this analysis were selected to have abundance data for the primary tag greater than 4 TPM in at least one of the samples. Codes for samples are described in Table 1.

Next, we investigated the relationship between the probe position and perfect match (PM) probe values in the Affymetrix microarrays. The probe positions were determined relative to the annotated 5' and 3' ends of each gene. We found that the measured transcript abundances correlated with the position from the 3' end such that probes close to the 3' end tended to have lower PM values (Figure 7), but the variation was smaller than for MPSS tags. There was not as strong an association between the measured abundance and distance from the 5' end for the Affymetrix probes compared to MPSS.

**Figure 7:**
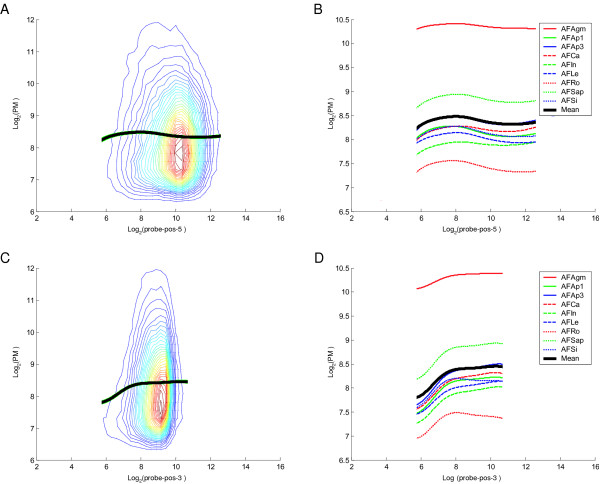
**Probe-position Analysis for 131,239 Probes (corresponding to 11,932 Genes) in Affymetrix**. Plots are similar to those described for Figure 6, except using the probe position for each gene as measured by Affymetrix. The distances of the probes were calculated to both ends of the annotated genes. Codes for samples are described in Table 1.

Based on the analysis of probe position in the Affymetrix microarrays and the tag position in MPSS samples, we found that both probe position and tag position, as measured from the 3' end, demonstrated a consistent trend. With the increase in probe position or tag position from the 3' end, the PM value and tag-abundance tended to increase then plateau. One reason for this tendency could be that there are many alternative transcripts for some genes which are not correctly annotated in the current Arabidopsis genome which could be alternative splice products or transcripts utilizing alternative polyadenylation sites. In fact, some probes and tags that we used for this analysis were not located within the most recently annotated genome [27,28]. To check whether this tag- or probe-position bias is not merely a consequence of alternative splicing, we were able to obtain similar results when only single exon-containing genes were included (results not shown).

## Conclusion

Our study indicated that the MPSS platform may be more variable in measuring RNA abundance than Affymetrix and Agilent platforms. Our analysis showed that the microarray and MPSS technologies did not correlate well on a quantitative basis for transcript abundance measurements, although within-technology clustering of samples was largely consistent. Expression ratio comparisons were more comparable and consistent across the platform technologies, and ratios for sample pairs involving different tissues were found to correlate quite well across technologies. Therefore, for the purpose of hierarchical clustering of global data sets, the ratios were a more biologically meaningful measure to use for cluster analysis than abundance measurements of gene expression. However, when the difference between the ratios was subtle, as in the case of ratios involving the same pair of tissues but with one derived from a different mutant or treatment, then technological differences often overwhelmed the underlying biological signal. Moreover, the two microarray technologies (Affymetrix and Agilent) were more consistent with each other than with MPSS.

The position of the probe or tag in the transcript has previously been shown to affect the measured transcript abundance [26]. Our analysis demonstrated that there exists a probe-position effect on the abundance measured by Affymetrix, consistent with a similar tag-position effect observed in MPSS data. Specifically, Affymetrix probes and MPSS tags closer to the 3' end of the transcript showed a lower average abundance. The fact that this trend was observed using both technologies suggests that it may reflect an inherent characteristic of the RNA sample. The majority of probes and MPSS tags were within coding regions, and we confirmed that the trend also exists for genes that are annotated as containing only a single exon. This seems to exclude the possibility of alternative splicing as an explanation, unless a significant number of the current gene models are incorrect. One possibility is variation in the polyadenylation site within the 3' UTR. Other possible explanations may be bias in the RNA sample, a misannotation of the coding regions, or a coincidental technological bias shared by Affymetrix microarrays and MPSS.

## Methods

### Data Preparation and Pre-processing

The microarray data and MPSS data for the manuscript has been submitted to the GEO Omnibus [29]. The Series record number is GSE8994 and details relating to sample and data preparation are available there.

Eleven different distinct RNA samples were used in this study (Table 1). The RNA samples were obtained from different *Arabidopsis thaliana *tissues (samples 1 to 5 included callus, inflorescence, leaves, roots and silique), homeotic floral mutants (samples 6 to 9 included *agamous *inflorescence, *apetala1-10 *inflorescence, *apetala3-6 *inflorescence and a *superman/apetala1-10 *inflorescence double mutant) and two leaf treatments (samples 10 and 11 include leaves sampled 4 and 52 hours after salicylic acid treatment, respectively) [24]. Only one technical replication for each sample was available for the MPSS data. Two technical replicates for each sample were available for most of the Affymetrix and Agilent data (codes with last letter "A" or "B"). For the Agilent platform, some microarrays were self-self microarrays (e.g, AFCaA indicates both red and green channels are callus RNA samples) while others are were non-self microarrays (e.g, AGCaLeA indicates that red channel is callus and green channel is leaf RNA sample).

The Arabidopsis MPSS data has been published previously and is available on our website [30]. In the present study, we utilized the "Signature" MPSS samples, rather than "Classic" MPSS samples, because there exists a significant tag-position bias in Classic MPSS samples [26,31]. We also focused on our analyses on the 17-base signatures, rather than the 20-base signatures, because the shorter tags represent a less-biased data set due to a lower frequency of palindromic sequences or other "bad words" [32] that are poorly sequenced by MPSS technology. The raw abundance of each signature in each sample is normalized to a metric of TPM (Transcripts Per Million), which facilitates comparisons across samples and technologies. To obtain the expression level for each gene, we summed the abundance of signatures that match the sense-strand of the gene and are found only once in the Arabidopsis genome and transcriptome.

To generate data that was comparable across technologies, the same Arabidopsis RNA samples used for the MPSS analyses were hybridized to two different high-density Arabidopsis microarray platforms: the Affymetrix ATH1 GeneChip [33] (22,800 features, ~11 probes per gene and 25-nucleotides per probe) and Agilent 22 K Arabidopsis microarray [34] (21,500 features, 60 nucleotide probes and one probe per gene). MAS5.0 software [33] was used to obtain the expression level for each gene on the Affymetrix microarray; Agilent data was preprocessed by Agilent G2566AA Feature Extraction Software [34]. Two technical replicates were obtained for almost all Affymetrix microarrays used to analyze each RNA sample from mutants/treatments/tissues (e.g, AFRoA and AFRoB) and for all Agilent microarrays (e.g, AGRoA and AGRoB which are self-self microarrays and AGRoLeA and AGRoLeB which are non-self microarrays). For the Affymetrix microarray data, for each gene the transcript abundance (expression) measurements from each pair of technical replicates was used to obtain the average (e.g., data was averaged for AFRoA and AFRoB to obtain AFRo). For self-self Agilent microarrays (both dyes associated with the same sample), because each microarray has two-dye channels, for each gene we first averaged the data from the red channel and green channels, then averaged these data from each pair of technical replicates to obtain the final average (e.g., data was averaged for AGRoA and AGRoB to obtain AGRo). Likewise, for Agilent microarrays which were non-self microarrays (each dye associated with a different sample), we averaged the pairs of technical replicates to get the average log ratio (e.g, data averaged for AGRoLeA and AGRoLeB to get AGRoLe).

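On self-self microarrays both channels were labelled from 1 RNA sample, so by design their log2 ratio holds dye effects and noise. On root microarray A it also followed the root/leaf ratio, with a correlation of 0.639, so the root counts below are not of dye effects and noise alone. Its standard deviation across 18148 probes was 0.12 to 0.19 on 7 of the 8 microarrays and 0.30 on root microarray A. Against technical error, limma's test called 64 of 21124 probes in callus, 1845 of 21301 in leaf, 2180 of 21346 in inflorescence and 42 of 21358 in root. These counts were unstable. Without microarray A or B they were 133 or 23 in callus, 2563 or 3413 in leaf, 243 or 123 in inflorescence, and 12 or 2004 in root. With slide series as a random block they were 1, 934, 675 and 1.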

We downloaded the most recent Arabidopsis genome release data (TIGR version 6, November 2005) from TAIR [35] and focused on the 26,751 protein-coding genes among the total of 31,407 annotated genes. Because each of these microarray platforms and the MPSS platform contained a subset of the total annotated Arabidopsis genes, we compared only the genes represented or detected by all three platforms. A total of 16,269 genes were potentially detectable by all three platforms (Figure 1). For the MPSS data, signatures which were duplicated (i.e., matching multiple genomic locations) were excluded from the analysis; genes matching these signatures were also excluded to avoid a bias that could result if only a subset of the signatures from each gene are used. For the comparison of MPSS and Affymetrix platforms, 6,501 genes were selected since these were detected as present in all eleven Affymetrix microarray data sets and had mean MPSS tag counts across all eleven samples greater than 4 TPM (i.e., the lower identification limit of MPSS signatures [32]). Moreover, for the comparison of the three platforms, 1,648 genes were selected with all MPSS tag counts greater than 4 TPM, detected as present in Affymetrix and detected as present in Agilent. The Agilent ratio data was produced in two different ways: the Agilent ratio data named without "Z" as the last letter was from a non-self microarray, with the log ratio derived from the red channel intensities divided by the green channel intensities; the Agilent ratio data with "Z" as the last letter was from self-self microarrays, with the log ratio obtained from two different microarrays. For example, AGRoLe data is from the root/leaf microarray, while AGRoLeZ data is from root/root and leaf/leaf.

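Direction was checked on probes of known genes, red over green, with 2 technical replicates each and gene names from the array design and the reference table. In root/leaf, the highest log2 ratios were NRT1.5 (AT1G32450) at 5.41 ± 0.19 (SD, n = 2), SUS4 (AT3G43190) at 5.38 ± 0.11 and the peroxidase gene AT4G26010 at 5.35 ± 0.12. The lowest were GAPA (AT3G26650), a photosynthetic glyceraldehyde 3-phosphate dehydrogenase subunit, at -6.62 ± 0.47, NPQ4 (AT1G44575), a photosystem II protein, at -6.62 ± 0.08, and GER3 (AT5G20630), a germin-like protein, at -6.45 ± 0.68. Adjusted p from limma was at most 3.81e-06 for these 6 genes. With normexp and loess the 3 highest ratios were 5.13, 4.64 and 4.88.
In silique/inflorescence, the highest log2 ratios were AT4G15750 at 10.63 ± 0.39 (SD, n = 2), AT1G66870 at 9.27 ± 0.07 and AT5G09370 at 9.19 ± 0.18. The lowest were GGPS2 (AT2G23800) at -7.71 ± 0.18, LTP12 (AT3G51590) at -7.23 ± 0.50 and GRP19 (AT5G07550) at -7.11 ± 0.31, with an adjusted p of at most 3.22e-06 for these 6 genes. With normexp and loess, which change background correction and normalization together, these ratios moved by more than the SD between replicates, to 8.83, 6.60 and 7.27 for the highest and -6.13, -6.05 and -6.38 for the lowest. Of the floral genes whose mutants were studied, AP1 (AT1G69120) had -3.43 ± 0.35 (adjusted p = 6.26e-08), SUP (AT3G23130) -1.51 ± 0.11 (adjusted p = 1.81e-06, ratio -0.77 with normexp and loess) and AP3 (AT3G54340) -1.22 ± 0.02 (adjusted p = 1.98e-05). AG (AT4G18960) had -0.29 ± 0.01 and was not past the threshold (adjusted p = 0.0549). In root/leaf, AG (-0.15), AP1 (0.11) and AP3 (-0.01) were not past the threshold, with an adjusted p of at least 0.298, and SUP was at -0.33 ± 0.34 (adjusted p = 0.0197), with a spread between replicates as large as the ratio.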

### Data Analysis

To make the data directly comparable, we rescaled the normalized data (see Methods for normalization methods used by each platform) into Normalize Expression Unit (NEU) values, as follows:

Normalized Expression Unit of ith Gene=xi∑j=1nxj×106.
 MathType@MTEF@5@5@+=feaafiart1ev1aaatCvAUfKttLearuWrP9MDH5MBPbIqV92AaeXatLxBI9gBaebbnrfifHhDYfgasaacPC6xNi=xI8qiVKYPFjYdHaVhbbf9v8qqaqFr0xc9vqFj0dXdbba91qpepeI8k8fiI+fsY=rqGqVepae9pg0db9vqaiVgFr0xfr=xfr=xc9adbaqaaeGacaGaaiaabeqaaeqabiWaaaGcbaGaemOta4Kaem4Ba8MaemOCaiNaemyBa0MaemyyaeMaemiBaWMaemyAaKMaemOEaONaemyzauMaemizaqMaeeiiaaIaemyrauKaemiEaGNaemiCaaNaemOCaiNaemyzauMaem4CamNaem4CamNaemyAaKMaem4Ba8MaemOBa4MaeeiiaaIaemyvauLaemOBa4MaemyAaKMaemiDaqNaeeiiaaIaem4Ba8MaemOzayMaeeiiaaIaemyAaK2aaWbaaSqabeaacqWG0baDcqWGObaAaaGccqqGGaaicqWGhbWrcqWGLbqzcqWGUbGBcqWGLbqzcqGH9aqpjuaGdaWcaaqaaiabdIha4naaBaaabaGaemyAaKgabeaaaeaadaaeWbqaaiabdIha4naaBaaabaGaemOAaOgabeaaaeaacqWGQbGAcqGH9aqpcqaIXaqmaeaacqWGUbGBaiabggHiLdaaaiabgEna0kabigdaXiabicdaWmaaCaaabeqaaiabiAda2aaacqGGUaGlaaa@7147@

where *x *represented the normalized expression level of gene calculated by each platform. For MPSS platform, NEU has the same meaning as Transcript Per Million (TPM).

Contour-plots were used to represent the density of data. Expression data were *log*_2_-transformed. When investigating the correlation relationship between different samples, hierarchical clustering method was used with both Pearson's correlation and Spearman's rank correlation as the distance metrics and using a complete linkage algorithm [36,37]. The distance for clustering was calculated by 1 - *r*, where r represents correlation coefficient value. Correlation coefficient and total least-square values [38] were calculated for measuring the relationship among data from different platforms. A contour-plot matrix [25] was used to show correlation relationships. Because the relationship between two variables was often non-linear, we used a regression method called LOWESS (local weighted scatter-plot smoother) [39] to obtain smooth curves which showed the mean tendency of dependence pattern between two variables. When using LOWESS, we used a Gaussian kernel to calculate the weight contributing to each point from its neighboring points. We also used the bootstrap method [40] to evaluate the confidence intervals (5–95%) of the LOWESS method.

## Authors' contributions

VA and BM initiated the research, provided the MPSS data and finished the first version of analysis on the measurement abundance and ratio comparisons. JC improved the analysis and expanded it to the analysis of the probe-position effect in Affymetrix and tag-position effect in MPSS. JC also evaluated the results and drafted the manuscript. MR helped with the evaluation of the results and manuscript preparation, and provided mentoring. MW provided the Affymetrix experiments and data. RM, MW and DS provided input on experiment design, analysis ideas and Affymetrix data. SC provided the Agilent data. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 **Supplementary Figures**. An additional pdf file includes supplementary figures. Click here for file

# Supplementary material for: A comparison of microarray and MPSS technology platforms for expression analysis of Arabidopsis
**Source:** BMC Genomics. 2007 Nov 12;8:414. doi: 10.1186/1471-2164-8-414
**Supplement:** Additional File 1 — Supplementary Figures. An additional pdf file includes supplementary figures.

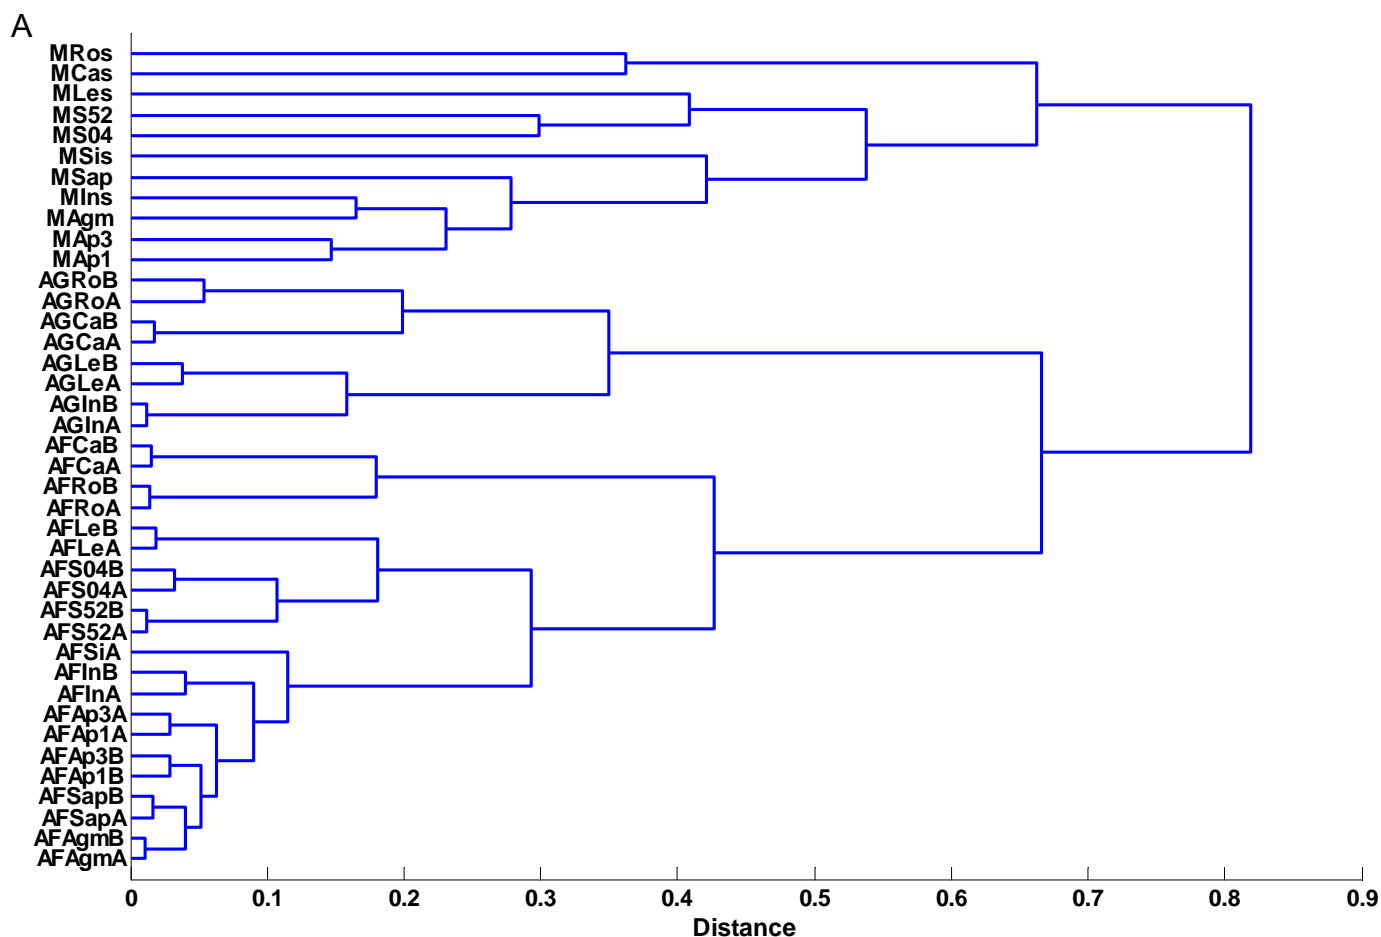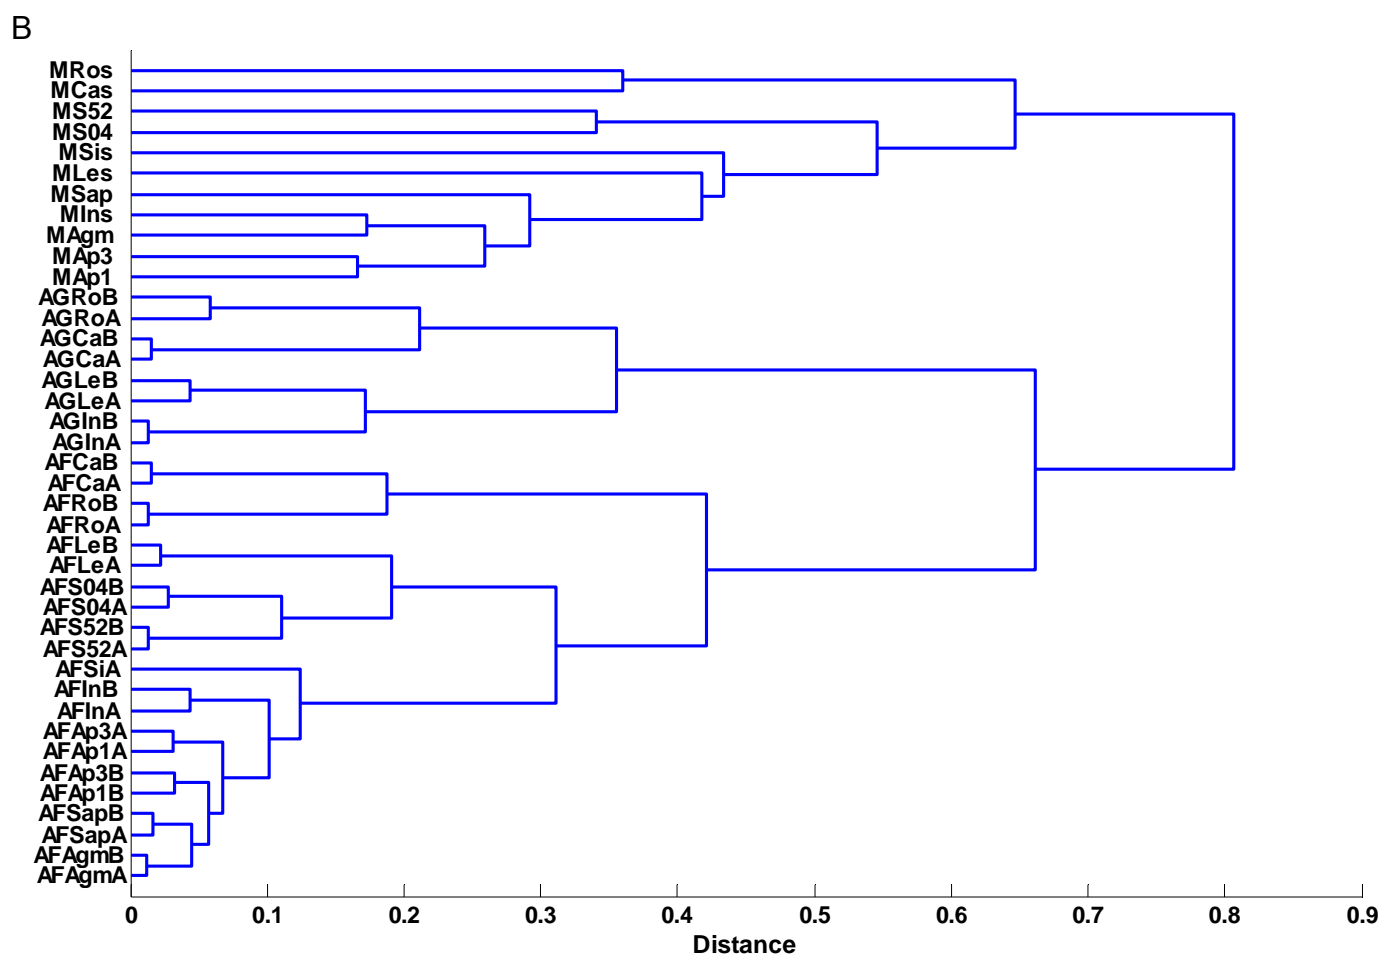

Figure 1 - Hierarchical Clustering of Correlations of Log(NEU) Data for 1,648 Genes in MPSS, Affymetrix and Agilent

Plot A shows the Pearson's correlation while Plot B shows the Spearman's rank correlation. Distances for clustering were calculated by  $1-r$ , where  $r$  represents correlation coefficient value. Complete linkage algorithm was used for hierarchical clustering. All genes are selected with MPSS  $\geq 4$  TPM, Affymetrix present detected in all samples.

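In clustering of the 21 Affymetrix microarrays here, the A and B microarrays of all 10 replicated RNA samples joined each other first, at distances from 0.0144 (agamous) to 0.0473 (leaf, 4 h after salicylic acid). The 8 Agilent self-self microarrays also joined as 4 technical pairs, at distances from 0.0186 (inflorescence) to 0.0782 (root).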

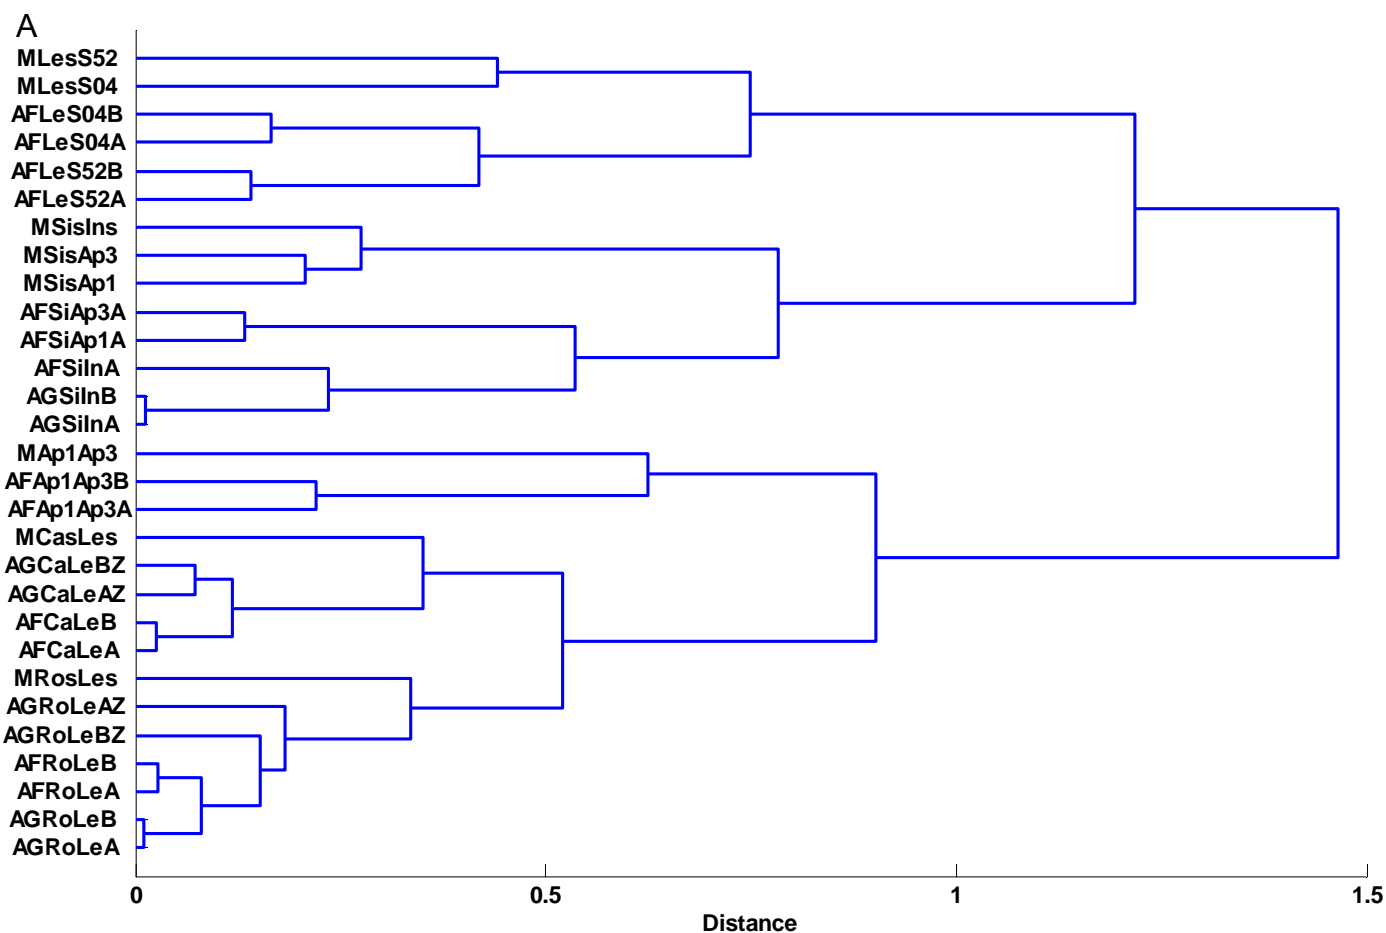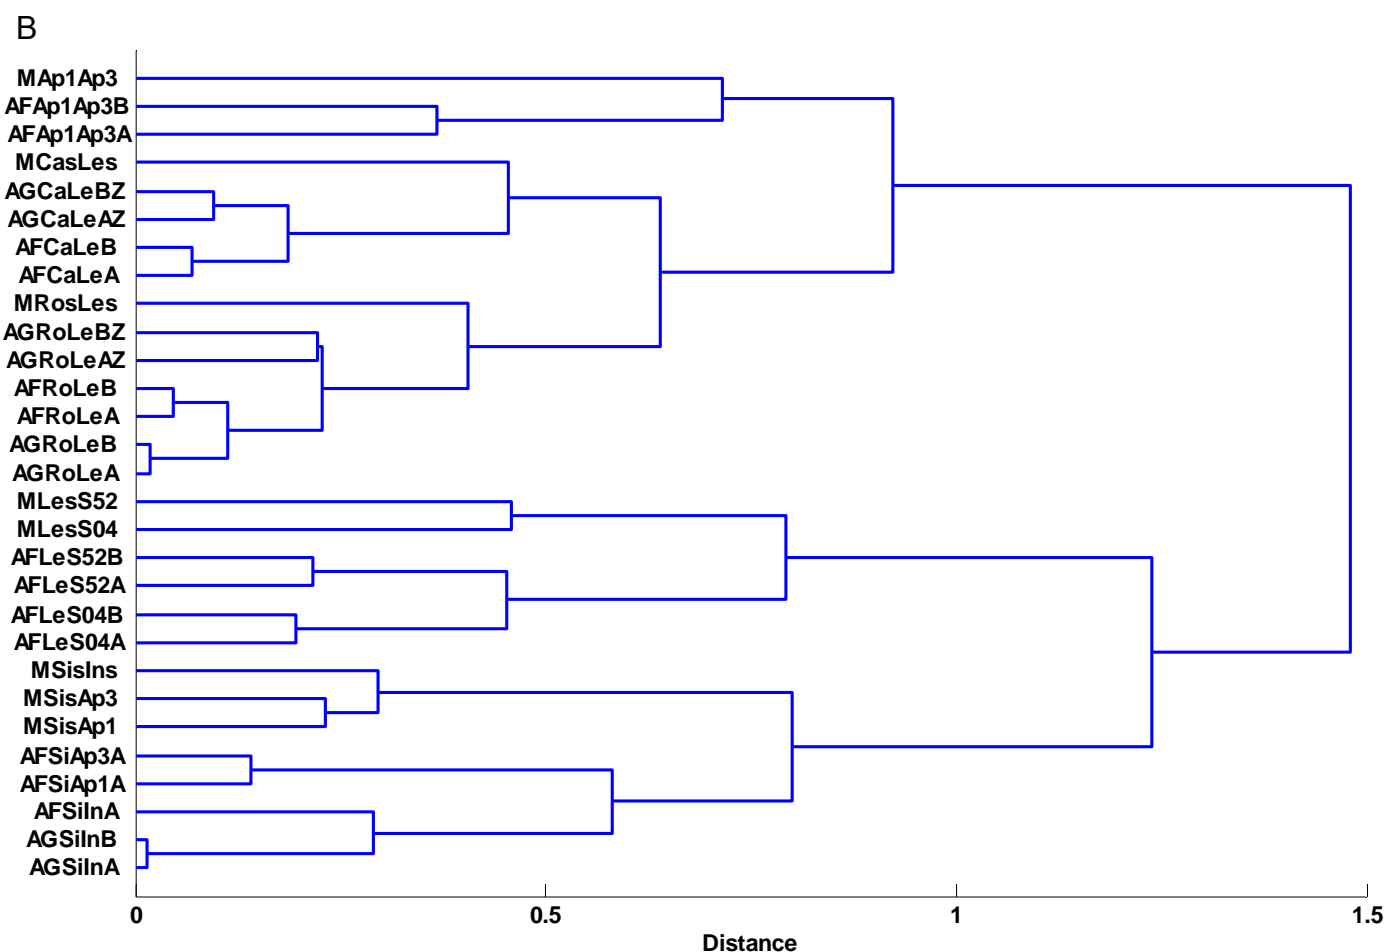

Figure 2 - Hierarchical Clustering of Correlations of Ratios Expression Data for 1,648 Genes in MPSS , Affymetrix and Agilent

Plot A shows the Pearson's correlation while Plot B shows the Spearman's rank correlation. Distance for clustering was calculated by  $1-r$ , where  $r$  represents correlation coefficient value. Complete linkage algorithm was used for hierarchical clustering. Gene are the same with those in Figure 1.

How the deposited data were processed for this re-analysis (not part of the article)

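Gene expression was measured in 11 RNA samples of Arabidopsis on Affymetrix ATH1 microarrays and in callus, inflorescence, leaf, root and silique RNA on Agilent 22 K microarrays. The 21 Affymetrix and 12 Agilent microarrays with processed values were analysed here. MPSS data were not analysed here. Replicates A and B were technical replicates of 1 RNA sample, and silique had 1 Affymetrix microarray, so every test is against technical error only.

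For the Affymetrix microarrays, the authors deposited the MAS5.0 signal of each probe set, which they had scaled as a whole on each microarray to a trimmed mean of 500. Detection calls were not used here. For the Agilent microarrays, the authors deposited the scanner output of Feature Extraction, which gives the raw intensity and local background intensity of each spot in both channels, and the processed intensity after background subtraction and dye normalization. Feature Extraction also gives the log10 ratio of red over green, and the authors deposited a separate table of the same log10 ratios, which differed from the scanner values by at most 1.07e-07 over 22575 features per microarray. That table held ratios only and gave no abundance. The p-value of each spot's log ratio, as deposited by the authors, comes from the scanner software's error model and was used here only to count spots under 0.01.

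From these values, signals were averaged over technical replicates, and on self-self microarrays first over both channels, as in the paper's methods. Averaging was on the linear scale, which the paper does not specify. Pearson's correlations were computed on log2 values, and clustering used complete linkage on 1 minus the correlation. The Affymetrix features were the 11373 non-control probe sets above the median of mean log2 signal, a stand-in for the present calls of the paper. The Agilent features for abundance were the 18633 probes well above background in both channels of all 8 self-self microarrays and not marked as outliers. NEU followed the paper's formula, in which a value is divided by a sum of values and multiplied by a fixed factor. The sum here was over all non-control features, while the paper's summary of NEU covers 6501 genes. Technical pairing was tested by a one-sided permutation test over 100000 random pairings (Affymetrix) or an exact test over all pairings of the 8 microarrays (Agilent).

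Ratios were tested with lmFit and eBayes (trend) of limma, with 1 mean per RNA sample or microarray type and Benjamini-Hochberg adjusted p under 0.05. All 21 Affymetrix microarrays, or all 12 Agilent microarrays for red over green, shared 1 estimate of the technical spread. The 8 self-self microarrays alone entered the test of ratios between separate microarrays. Control spots and spots marked as outliers were left out, and saturated spots were kept. Groups had at most 2 microarrays, so no other splits of the samples were counted. The script was tested on simulated data with 200 changed features per run. For correlations of ratios that share a sample, 100 simulations of unchanged groups were drawn.

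Brightness differed between the Agilent microarrays. The median raw signal over background was 13.2 to 21.2 in green and 10.1 to 29.9 in red on self-self microarrays, 13.7 to 15.2 and 17.3 to 19.5 on root/leaf microarrays, and 5.75 to 8.11 and 2.59 to 3.20 on silique/inflorescence microarrays, where a larger gain was applied. Leaf, root and root/leaf microarrays were extracted on 1 day, callus and inflorescence microarrays on another, and silique/inflorescence microarrays on a later day with a later software version, so comparisons across these sets cannot be told apart from the day. Slide series was tested as a random block.

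Alternatives set before the data were examined were other feature filters, Spearman's rank correlation, a pseudocount of 32, quantile normalization, normexp (offset 50) with loess, other ways of averaging, single channels, leaving out saturated spots, no trend, a replicate block, a dye term from the self-self microarrays, the slide series, and leaving out each replicate. Named genes were chosen by a rule fixed at the same time, the 3 highest and the 3 lowest mean log2 ratios on each type of non-self microarray among probes well above background and unsaturated, and the floral genes AGAMOUS, APETALA1, APETALA3 and SUPERMAN. Gene names came from the array design, and symbols from a reference table of TAIR10.1, in which 21191 of 21500 probe names were found. The genome build of the array design is not named in the files, so no coordinates are given. Affymetrix probe sets were not joined to genes, so correlations between platforms were not computed here.

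R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.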

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

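The tests of the slide series and of a wrong label for root self-self microarray A, the comparison with probes of equal red signal on it, the test of the salicylic acid treatment as the reason for the weak 5' signal, and the comparison of leaves at 4 h and 52 h were chosen after the results had been seen.

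On root self-self microarray A, where both channels were labelled from root RNA, the log2 ratio of red over green had a correlation of 0.639 with the log2 ratio of the root/leaf microarrays across 18148 probes. The 7 other self-self microarrays gave -0.00552 to 0.111. The paper does not report this signal. The standard deviation of the log2 ratio was 0.30, against 0.12 to 0.19 on the others, and the scanner software gave 1136 probes a p-value under 0.01, against 20 to 508. Root microarray B, of the same slide series, had a correlation of 0.00305, which argues against an effect of the series. The slope against the root/leaf microarrays was 0.168, which argues against a root/leaf microarray under a wrong label. A candidate explanation is leaf RNA, or its label, in the green channel. The 193 probes over 16-fold higher in leaf had a median log2 ratio of -1.77, and the 50 probes over 16-fold higher in root had 0.03, as a mixture would give. If red held no leaf signal, the leaf share of green that would give the observed ratios was 9.17%, 8.75%, 9.00% and 7.33% for probes 2 to 3, 3 to 4, 4 to 5 and 5 to 7 log2 units higher in leaf, and it would be larger if red held leaf signal too. How far red was affected stays open. The leaf-high probes were above root microarray B by 2.80 in green and by 1.12 in red, while 189 probes of equal red signal with a root/leaf ratio near 0 were at -0.02 in both. Leaf signal in red at a lower amount was not separated from other differences between the 2 microarrays. Both channels were labelled from 1 RNA sample, so the design gives no biological explanation, and none was tested.

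On the A microarray of leaves 4 h after salicylic acid, the 3' actin control probe set was above the 5' one by 6.85 on the log2 scale, against 0.28 to 1.23 on the 20 other Affymetrix microarrays. The paper does not report these control probe sets. The 5' actin signal was 6.12, against 11.94 to 12.99. For GAPDH the difference was 0.89, against -0.39 to 0.31, and for ubiquitin it was 0.93, within the 0.26 to 1.14 of the others. Microarray B, from the same RNA sample, gave 0.43 for actin, which argues against the treatment as the reason. Shorter labelled RNA, which loses the 5' part of transcripts, may be the reason. On A, 131 probe sets were over 4-fold lower than on B and 2 were over 4-fold higher, while in the 9 other pairs at most 32 were lower on A (callus, with 45 higher), and the pairs with 0 higher had at most 5 lower (ap1-10). A local defect at the 5' actin probes was not tested.

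Leaves 4 h and 52 h after salicylic acid differed in 3618 of 11373 probe sets past technical error (1475 higher at 4 h), by limma's test of the difference itself. The weak 5' signal of the 4 h microarray A was tested as a reason. Without it, 2556 probe sets differed, and without microarray B 3179, within 1.5 times of each other, which argues against that microarray as the whole reason. Without the 52 h microarrays A or B, the counts were 2595 and 2500. A difference between the time points may be biological, but each had 1 RNA sample, so an effect of time cannot be told apart from a difference between plants, harvests or RNA extractions.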

How the results depend on the processing

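The comparison of leaves at 4 h and 52 h, NEU summed over 6501 features, and the Agilent margins with root microarray B alone, with leaf A and root B alone and with the red channel of the root microarrays were chosen after seeing the data, and all other alternatives before the data were examined. A margin is the correlation of the samples named minus that with the next wild-type tissue (for treated leaves, with untreated leaf), or, for floral mutants, the lowest correlation among mutants minus the highest with wild-type inflorescence. Unless a sentence says otherwise, the cause was not tested.

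The tests of technical pairing stayed past the threshold under all 6 Affymetrix and 8 Agilent alternatives run, with mean correlations of 0.952 to 0.976 and 0.922 to 0.962. Of 128 alternative counts, 108 were within 1.5 times of the count reported, 71 of 75 on Affymetrix and 12 of 28 on self-self microarrays. Among results that answer no comparison by themselves, 217 alternatives moved a value by less than the technical spread and 220 by more. The margins of root to callus, silique to inflorescence, silique to leaf and treated leaves to each other stayed above 0 on Affymetrix microarrays under all alternatives run.

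On Affymetrix microarrays, the mean correlation of 0.512 was 0.764 with all probe sets, 0.386 with the 5687 brightest, 0.719 with the 11373 probe sets of highest lowest signal, 0.562 by rank, 0.545 with 32 added, 0.505 after quantile normalization, 0.508 from averaged log2 values and 0.500 to 0.506 without 1 replicate. In the same order to quantile normalization, the margin of root to callus (0.282) was 0.0553, 0.415, 0.0676, 0.232, 0.252 and 0.298 (0.274 to 0.294 without 1 replicate), that of silique to leaf over root (0.332) was 0.148, 0.463, 0.156, 0.280, 0.308 and 0.343 (0.331 to 0.339), and that of floral mutants (-0.0447) was -0.0508, -0.0275, -0.0181, -0.0421, -0.0410 and -0.0411 (-0.0436 to -0.0431). With the first 3 of these, the margin of silique to inflorescence (0.111) was 0.0316, 0.136 and 0.0676 (0.0970 to 0.114 without 1 replicate), and that of treated leaves (0.0446) was 0.0214, 0.0688 and 0.0224 (0.0321 to 0.0457). The correlation of callus/leaf with root/leaf (0.783) was 0.642, 0.832 and 0.712 with these, 0.647 by rank, 0.789 with 32 added, 0.764 with no shared microarray and 0.773 to 0.777 without 1 replicate.

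On Agilent microarrays, the mean correlation of 0.760 was 0.785 with all probes, 0.381 with the 4605 brightest, 0.741 with root B alone, 0.733 with leaf A and root B, and 0.729 to 0.750 without 1 replicate. The margin of root to callus (-0.0489) was reversed with root B alone (0.00392) and with leaf A and root B (0.0399). It was -0.0380 with all probes, -0.0861 with the brightest, -0.0558 by rank, -0.0285 from averaged log2 values, -0.0651 from green, -0.0228 from red, -0.0229 from red of the root microarrays, and -0.0355 to -0.0283 without 1 replicate of each sample. The correlation of root/leaf from non-self and self-self microarrays (0.864) was 0.757 by rank and 0.740 to 0.862 without 1 replicate. Their ratio of technical errors (3.40) was 2.92 with all probes, 4.69 with the brightest, 3.34 without saturated spots and 3.94 with normexp and loess.

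Where 1 replicate is left out of a count, the lone microarray is assumed to vary like the other groups, and fewer microarrays enter the test. The ap1/ap3 count (799) was 1615 with all probe sets, where 22746 were tested, and 496 to 539 without 1 replicate. Of these calls 43.9% were higher in ap1, against 66.7% with all probe sets, and 50.6% and 51.4% without ap3 replicate A or B. The self-self counts for callus (64), leaf (1845), inflorescence (2180) and root (42) were 1, 934, 675 and 1 with slide series as a random block, and 23 to 133, 2563 to 3413, 123 to 243 and 12 to 2004 without 1 replicate. The callus count was 38 with normexp and loess, and without trend the callus and root counts were 27 and 20. For Agilent root/leaf, 55.9% of 14717 calls were higher in root, and 45.9% of 16263 with normexp and loess. For leaf self-self microarrays the share higher in red was 27.0%, and 38.4% with normexp and loess. For root/leaf from self-self microarrays, 52.2% were higher in root. Without root replicate A or B, fewer calls were higher in root than in leaf, and without leaf replicate A or B more were. The balance of directions thus depended on the microarray left out.

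With the replicate letter as a replicate block, the counts were 947 for ap1/ap3, 7516 for root/leaf, 7912 for callus/leaf, 2780 for silique/inflorescence, 3597 for silique/ap1, 3474 for silique/ap3, 6088 for leaf/s04, 4615 for leaf/s52 and 4012 for 4 h against 52 h on Affymetrix microarrays. On Agilent microarrays they were 14522 for root/leaf, 13817 for silique/inflorescence, 5926 for self-self root/leaf, and 5, 1365, 1727 and 9 for the callus, leaf, inflorescence and root self-self microarrays. All but the callus and root self-self counts were within 1.5 times. The letters were not used to pair the microarrays, since the labels name no shared batch and the B minus A differences did not correlate above 0.1 in every pair of samples. They correlated from -0.256 to 0.704 over 45 Affymetrix pairs of samples (29 above 0.1) and from -0.155 to 0.181 over 6 Agilent pairs (1 above 0.1).

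Signal over background limits how many probes could be tested on the silique/inflorescence microarrays. There, the median red signal was 2.59 to 3.20 times background and 18909 probes could be tested, against 17.3 to 19.5 times and 21295 probes for root/leaf. The technical standard deviation of their ratios was not larger, 0.0986 against 0.183. Affymetrix values carry no background, and 17.6% to 25.4% of signals per microarray were below 32. The deposited table of log10 ratios gives no abundance, so no correlation of abundance could be computed from it.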

Differences from the paper's values

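NEU summed over 6501 features and the Agilent correlations with root microarray B, or with leaf A and root B, were chosen after seeing the values, and all other settings named here before the data were examined.

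The paper's Table 3 gives Pearson's correlations on genes measured by all 3 technologies, and the values here use all genes of a platform that pass its filter. On Affymetrix microarrays, the paper's value is 0.68 for callus and inflorescence (0.345 here), 0.60 for callus and leaf (0.313 here), 0.83 for callus and root (0.763 here) and 0.77 for inflorescence and root (0.481 here), and no alternative came within the technical spread of these 4. For inflorescence and leaf the paper's value is 0.85 (0.724 here), and only all non-control probe sets came within the spread, with 0.844. For leaf and root the paper's value is 0.69 (0.444 here), and only the 11373 probe sets of highest lowest signal did, with 0.686. The spread does not cover a different choice of genes. With these probe sets, the 4 correlations above were 0.643, 0.61, 0.801 and 0.733, each closer to the paper's value. With all non-control probe sets they were 0.701, 0.738, 0.823 and 0.707, also closer. Ranking by lowest signal asks for signal in every sample, like the paper's present calls. Part of each difference thus went with the filter, but the paper's own genes were not used.

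On Agilent microarrays, the paper's value is 0.76 for callus and inflorescence (0.698 here), 0.82 for callus and root (0.776 here) and 0.82 for inflorescence and root (0.733 here), and no alternative came within the spread of these 3. For callus and leaf the paper's value is 0.67 (0.694 here), and only leaving out replicate A came within the spread, with 0.672. For inflorescence and leaf the paper's value is 0.85 (0.834 here), and only all non-control probes did, with 0.848.

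The paper's maximum of Agilent NEU is 4229.7 in callus (1938 here), 5092.1 in leaf (2055 here) and 3375.4 in root (1394 here). Summed over the 6501 features of highest lowest signal, as many as the paper's genes but chosen otherwise, the values here were 2647, 3207 and 1925. A different choice of features gives a different sum, so these maxima are not on the paper's gene set. No alternative set before the data were examined came within 1.5 times of the paper's values.

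The legend of Fig. 5 calls its correlations rank correlations, while the paper's text calls a correlation of ratios from the same comparison Pearson's. Both are given here, Pearson's first, and a difference was judged on the rank correlation. Judged on Pearson's, 4 of the 9 differences below would fall within the spread, namely Affymetrix silique/inflorescence with callus/leaf, and, on Agilent microarrays, non-self with self-self root/leaf, non-self root/leaf with self-self callus/leaf, and the self-self ratios with each other. The alternatives named are Pearson's correlations under another filter, processing or choice of replicates. On Affymetrix microarrays, root/leaf and silique/inflorescence had about -0.09 in Fig. 5, read by eye (-0.197 and -0.180 here), and of the alternatives only all non-control probe sets came within the spread, with -0.0487. Root/leaf and callus/leaf had about 0.59 in Fig. 5, read by eye (0.783 and 0.647 here), with no alternative within the spread. Silique/inflorescence and callus/leaf had about -0.19 in Fig. 5, read by eye (-0.215 and -0.249 here), and probe sets of highest lowest signal (-0.207) and leaving out replicate B (-0.183) came within the spread.

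On Agilent microarrays, root/leaf and silique/inflorescence had about -0.17 in Fig. 5, read by eye (-0.109 and -0.164 here), and only the brightest probes came within the spread, with -0.173. Root/leaf from non-self and from self-self microarrays had about 0.88 in Fig. 5, read by eye (0.864 and 0.757 here). All probes (0.859), the brightest (0.915), no saturated spots (0.864), normexp with loess (0.874), subtracting the self-self log ratio (0.862) and leaving out replicate A (0.862) came within the spread, and rank correlation and leaving out replicate B did not. Non-self root/leaf and self-self callus/leaf had about 0.61 in Fig. 5, read by eye (0.627 and 0.524 here), and all probes (0.619), no saturated spots (0.615), subtracting the self-self log ratio (0.632) and leaving out replicate B (0.618) came within the spread, while the others did not.

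Silique/inflorescence had about -0.17 in Fig. 5, read by eye, with self-self root/leaf (-0.0925 and -0.148 here), with no alternative within the spread, and about -0.17 in Fig. 5, read by eye, with self-self callus/leaf (-0.122 and -0.191 here), where only the brightest probes came within it, with -0.168. The self-self ratios root/leaf and callus/leaf had about 0.53 in Fig. 5, read by eye (0.540 and 0.392 here), and no saturated spots (0.534), subtracting the self-self log ratio (0.540) and leaving out replicate A (0.532) came within the spread, while the others did not.

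The paper states that root related mostly to callus within each technology. On Agilent microarrays the correlation of root was 0.825 with leaf and 0.776 with callus here, while with root microarray B in place of both, and with leaf A and root B, both chosen after seeing the values, it was higher with callus, by 0.00392 and 0.0399. The paper's Fig. 2 places wild-type Affymetrix inflorescence outside a cluster of the 4 floral mutants, with ap1 joined to ap3. Here it joined ap1-10 and sup/ap1 at a distance of 0.0692, before agamous and ap3-6 joined them. Supplementary Figure 1 joins ap1 with ap3 within each replicate letter, and here A and B of ap1-10 joined at 0.0357 and those of ap3-6 at 0.0335.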

Other observations

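The tests of exchanged labels and of a shared hybridization for ap1-10 and ap3-6, and the 3 tests of why Agilent root lay closer to leaf than to callus, were chosen after the results had been seen, and the test on the red channel of the root microarrays took the place of one with root B alone, whose value had been seen.

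The differences of B minus A had a correlation of 0.704 between ap1-10 and ap3-6, the highest of 45 pairs of Affymetrix samples (median 0.155). An exchange of labels between these genotypes would leave no shared ap1/ap3 ratio, but the ratios of the A and of the B microarrays had a correlation of 0.857. Intensity-dependent differences of scale are argued against too, since quantile normalization left 0.706. A hybridization shared by microarrays of 1 letter stays open. Wild-type inflorescence had differences that correlated with ap1-10 by 0.410 and with ap3-6 by 0.399, but it was the highest of the 8 other samples, and was chosen after these values had been seen. The 7 others gave 0.0530 to 0.272, and both samples treated with salicylic acid had a value below 0.1, where a batch of a whole letter would raise all. The labels name no hybridization batch. Both microarrays of a sample hold 1 RNA, so no biological explanation was tested.

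On self-self Agilent microarrays, log2 ratios of red over green correlated between different tissues, with a median of 0.168 over 24 pairs (0.0834 to 0.357), where noise alone gives values near 0. A dye effect fixed to the probe may explain this. Dye normalization that leaves a trend with intensity is argued against, since the median was 0.202 after normexp and loess. No biological explanation was tested, since both channels were labelled from 1 RNA sample.

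The correlation of the Affymetrix root/leaf and callus/leaf ratios was tested for the shared leaf sample. Root/leaf and callus/inflorescence, which share no sample, had a correlation of 0.597, which argues against noise of the shared leaf microarrays as the whole reason. Leaf and inflorescence were themselves alike, with a correlation of 0.724. The test therefore cannot tell a likeness of the denominators from a likeness of root and callus. A likeness of root and callus may remain as a biological hypothesis, with 1 RNA sample of each. The leaf/s04 and leaf/s52 ratios had a correlation of 0.586 with no microarray shared, so noise of the shared leaf microarrays is argued against as the whole reason. The shared leaf RNA sample itself stays open there, beside an effect of salicylic acid common to both times.

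Across the 18148 probes of the root/leaf comparison, a smaller set than the 18633 used for abundance, Agilent leaf microarray B had a correlation of 0.825 with root A and 0.776 with root B, and leaf microarray A had 0.797 and 0.726. Root RNA on leaf microarray B is argued against, since probes over 16-fold higher in root had a median log2 difference of -0.10 from leaf A. Probe effects of the slide series that leaf B shares with the root self-self microarrays may explain it. The difference of leaf B minus leaf A had a correlation of 0.369 with that of root B minus the root channel of the root/leaf microarrays, which hold root RNA on the other series.

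Agilent root lay closer to leaf than to callus by a margin of -0.0489. The green channel of root microarray A is argued against as the whole reason, since the red channel of the root microarrays alone gave -0.0229. Root microarray A as a whole stays open, because the margin of 0.00392 with root B alone is within the technical spread of 0.00508. Root A together with the slide series of leaf B also stays open. With root B and leaf A the margin was 0.0399, but these were known beforehand to be the least alike of the root and leaf microarrays, so the test could hardly come out otherwise. Root and leaf of the plants being alike on this platform was not tested.

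Affymetrix hybridization spike-ins (bioB, bioC, bioD and cre, 9 probe sets) had array medians of log2 signal from 8.53 (ap1-10 A) to 10.65 (root A), and Bacillus spike-ins (12 probe sets) from 1.87 to 3.90.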
